A study of Homo sapiens with 12 samples. Its data were reported in "Phosphorylated and sumoylation-deficient progesterone receptors drive proliferative gene signatures during breast cancer progression" (2012).

How the data were processed

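Samples were T47D-Y cells carrying the empty vector, WT PR-B or KR PR-B, each given vehicle or R5020 for 6 h, with 2 arrays in each of 6 groups. The deposited values are log2 intensities that the authors made from Illumina bead array signals with the lumi package (version not given in the sources used here) by log2 transformation and quantile normalization. Per the labels, each array belongs to a line, a treatment and a replicate number. The lines are single-cell clones selected for the vector. The deposited normalized values were the source of all results, and no further normalization was applied. The table of non-normalized signals names its 12 intensity columns by codes that no label explains, so they could not be assigned to samples. These columns and their detection p-values were not used.

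The value table held 47231 probes. Of these, 30113 carried 1 gene symbol, 8 carried several and 17110 carried none, and for 30074 the gene identifier was found in the RefSeq table. Symbols covered 20046 genes, 6691 of them with more than 1 probe, and a gene was read from its brightest probe by mean over the arrays. The other probes of the genes with the largest differences were compared with it. Genes without a probe are not analysed here.

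A linear model with 1 mean per group was fitted to every probe with limma 3.58.1 in R 4.3.3, followed by contrasts and empirical Bayes moderation (prior degrees of freedom 37.1, residual degrees of freedom 6, prior standard deviation 0.115). The contrasts were the R5020 effect in PR-null, WT and KR cells, the difference between the R5020 effects in KR and WT cells, and the vehicle differences of WT and KR from PR-null cells and of KR from WT cells, and the difference of KR from WT cells with R5020. P-values were adjusted by the Benjamini-Hochberg method over all probes of a contrast. A gene was called higher or lower at a log2 difference over 0.6 and an adjusted p under 0.01, the thresholds of the study. Expected overlaps are those of unrelated sets among the 20046 genes. Genes at background, which can seldom be called, are included, so the expected overlaps are likely too low. Ratios and correlations of effects were taken across genes.

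A background limit of 6.09 was set at the 95th percentile of 455 probes of olfactory receptor genes, which these cells are not known to express. The design had planned a rule on detection p-values, which could not be applied because the columns were not assigned. The limit was chosen after the data were seen, when the 95th and the 99th percentiles had both been looked at. It put 25146 probes above background on at least 2 arrays. Where both arrays of a group lay at or under the limit, the fold change is given as at least the ratio to the limit.

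Genes were named by a rule set before the data were examined. It takes the 10 highest and 10 lowest called genes for the R5020 effects in WT and KR cells and for their difference, 6 and 6 for each comparison between lines, and up to 5 for PR-null cells. In comparisons of a group with another, a named gene had to be above background on both arrays of its brighter group. Both arrays of the brighter group also had to lie above both of the other. For the difference between R5020 effects, a named gene only had to be above background on both arrays of any of its groups. Provisional symbols were passed over. The rule adds PGR, the study's gene panel, earlier SUMO-sensitive PR genes, the housekeeping genes and up to 4 called members of each list.

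Gene lists, 29 in number, were fixed before the data were examined and tested with camera (preset correlation 0.01), adjusted over the lists of a contrast at 0.05, and again with the correlation estimated and with fry. They were published progestin-induced genes, published ligand-independent PR genes, the study's ligand-dependent and ligand-independent signatures, the study's gene panel, earlier SUMO-sensitive PR genes, targets shared by glucocorticoids and progestins, G1/S and DNA replication, G2/M and mitosis, pro-apoptotic and anti-apoptotic genes, and cyclin-dependent kinase inhibitors. Others were ERBB receptors and ligands, MAPK feedback and immediate early genes, estrogen response, luminal and basal markers, interferon-stimulated genes, fatty acid and cholesterol synthesis, glucose and fatty acid use, the Notch, Wnt and SUMO pathways, STAT and SOCS genes, coregulators, nuclear receptors, heat shock and unfolded protein response, markers of leukocytes, endothelium and fibroblasts, and housekeeping genes.

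Replicate numbers were checked for pairing of samples across groups. Over 12587 probes with a mean above 7, the deviations of arrays with the same number correlated at -0.0468 to 0.0814 in 15 pairs of groups, none above 0.1, so the numbers were not used as a block.

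The method was tested on simulated data with the spread of these arrays. With 50 genes changed at each size among 20046, a difference of 0.8 was recovered for 98% of genes in the WT effect. In the difference between lines it was recovered for 80%, and differences of 1.2, 2 and 3 were recovered for 100% in both contrasts. The simulation held a single probe per gene, so p-values were adjusted over fewer rows than in the main fit. Recovery may therefore be overstated. Genes left unchanged were called 4 times in the difference between lines and 0 times in the other contrasts. Overlap from shared PR-null arrays was tested in 100 simulations of unchanged groups.

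Alternatives planned before the data were examined were median scaling, subtraction of the PR-null effect, an intensity trend with robust variance, fits on the groups of a contrast only, a log2 difference over 1, an adjusted p under 0.05, the probe with the largest statistic, replicate number as a block, and each array left out in turn. Alternatives added after the data were seen were a filter on the background limit, normexp background correction (offset 16) of the deposited values taken back to linear scale, the same with an intensity trend, centring on TBP, ACTB and GAPDH, and KR cells set against the PR-null R5020 arrays. The trend was added because normexp alone ended many calls in the difference between lines. A filter on detection p-values, normexp from detection p-values and a block for the slide were planned and not run, because the sources used here do not assign those columns or give slides. Figures plot these values without smoothing.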

Results

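Gene expression was measured on 12 Illumina bead arrays of T47D-Y cells, a subline of the T47D breast cancer line that lacks progesterone receptor (PR). The lines compared were cells with the empty vector (PR-null), cells with wild-type PR-B (WT), and cells with PR-B with the K388R mutation (KR), a receptor that cannot carry SUMO at the mutated lysine. Each line was a single-cell clone, so 1 line stood for each receptor. Cells were starved of serum and then given ethanol (vehicle) or R5020, a synthetic progestin, for 6 h. The 6 groups of line and treatment held 2 arrays each, and this number of arrays limits the precision. The median log2 signal was 6.01 on every array, and 44.4% to 44.5% of the probes of an array lay above the background limit of 6.09. Replicate arrays correlated at 0.995, and the standard deviation between replicates was 0.105 to 0.121 log2 units. PR-null arrays with vehicle and with R5020 correlated at 0.995 as well, whereas vehicle and R5020 arrays correlated at 0.984 to 0.985 in WT cells and at 0.987 in KR cells. Below, a gene is called higher or lower when its log2 difference exceeded 0.6 (1.52-fold) with an adjusted p under 0.01, and values after ± are standard errors of log2 differences between groups of 2 arrays. The p-values measure the spread between these duplicate samples.

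The level of PGR, the gene for PR, was read first, because it tells the lines apart. Its probe (ILMN_1811014) gave 5.42 log2 units (SD 0.0522, n = 2) in PR-null cells with vehicle and 5.44 (SD 0.00897, n = 2) with R5020, both under the background limit. WT cells gave 8.55 (SD 0.0907, n = 2) with vehicle and 7.59 (SD 0.102, n = 2) with R5020. KR cells gave 8.91 (SD 0.0743, n = 2) with vehicle and 9.69 (SD 0.135, n = 2) with R5020. PGR thus stood at least 5.52-fold higher in WT than in PR-null vehicle cells and at least 7.06-fold higher in KR cells. The KR and WT lines were not called different with vehicle (log2 difference 0.36, adjusted p = 0.0983). With R5020 the signal fell by 0.97 ± 0.111 in WT cells (adjusted p = 4.46e-09) and rose by 0.78 ± 0.111 in KR cells (adjusted p = 8.97e-07). The vector carries PR cDNA, and which transcripts this probe reads was not analysed here.

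R5020 was given to PR-null cells to ask whether the compound acts without the receptor. No gene was called higher and none lower in these cells, a count of 0 in both directions by limma. The largest rise of any gene was 0.58 log2 units, the largest fall was 0.68, and the smallest adjusted p was 0.506. Genes with an unadjusted p under 0.05 numbered 937, of which 508 were higher and 429 lower, against 1002 expected by chance. The number was 944 with replicate number as a block and 836 after normexp background correction. Interferon-stimulated genes, taken as a list of 31 genes, moved up (adjusted p = 0.00791), with no member called. This call was lost with an estimated correlation (adjusted p = 0.953 with an estimated correlation). Leaving out vehicle replicate 2 gave 1 gene higher and 1 lower, and leaving out R5020 replicate 1 gave 1 gene higher. With either left out, the lone array of the group is assumed to vary as the other groups do.

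The effect of R5020 in WT cells shows what SUMO-capable PR-B regulates. PHACTR3, an actin- and phosphatase-binding protein, rose the most, by at least 39.6-fold (log2 difference 5.82 ± 0.115, adjusted p = 2.73e-35), from a vehicle signal not above the background limit. ADGRA2, an adhesion receptor, rose at least 11.8-fold and TRAF5, an adaptor of tumour necrosis factor receptors, at least 9.19-fold. ACOT6, an acyl-CoA thioesterase, rose 12.9-fold (log2 difference 3.69 ± 0.115, adjusted p = 1.31e-27). Other genes with the largest rises were the transcription factors FOXO4 (3.37) and KLF4 (2.99), ARMC12 (3.37), the potassium channel subunit KCNG1 (2.92), the proteoglycan core protein SRGN (2.82) and the cytokine receptor chain IL20RA (2.68). The cytochrome P450 genes CYP1A1 and CYP1A2 fell, CYP1A1 by 3.53 ± 0.114 (adjusted p = 3.4e-27) and CYP1A2 at least 5.22-fold. SOX2, a transcription factor of stem cells, fell by 3.16 ± 0.109 (adjusted p = 3.65e-26). Falls were also large for VAV3 (-3.09), a guanine nucleotide exchange factor, ELF3 (-2.56), an epithelial transcription factor, EFNB2 (-2.46), FOXA1 (-2.37), which opens chromatin for steroid receptors, BCL3 (-2.36), TESK2 (-2.23) and ZNF175 (-2.19). In all, 661 genes were higher and 400 lower with R5020. Other probes of PHACTR3, TRAF5 and VAV3 showed smaller differences, some of them close to 0.

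Among lists of genes fixed before the data were examined, 68 of 109 published progestin-induced genes rose in WT cells and none fell (adjusted p = 9.85e-71), among them KLF4, KCNG1 and F3 (2.68), the gene of tissue factor. Targets shared by glucocorticoids and progestins rose in 10 of 20 cases (adjusted p = 1.12e-16), including FKBP5 (2.66), CEBPD (2.35) and SGK1 (1.87). Markers of luminal epithelium fell, with 11 of 21 lower and 1 higher (adjusted p = 2.68e-17), and the lower ones included ELF3, FOXA1, ELF5 (-1.88) and TFAP2A (-1.85). Genes of STAT and SOCS signalling rose in 5 of 18 cases (adjusted p = 0.000399), among them STAT5A (1.63), PRLR (0.94) and IL6ST (0.71). G1/S and DNA replication genes rose in 7 of 36 cases (adjusted p = 8.04e-09), led by CCND1 (1.82), MCM10 (0.92) and GINS2 (0.91). Anti-apoptotic genes rose in 4 of 14 cases (adjusted p = 0.00255), among them PIM2 (1.94) and BAG3 (1.01). The calls of these 6 lists held with an estimated correlation.

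Other list calls in WT cells were lost with an estimated correlation. Pro-apoptotic genes had 6 members higher and 2 lower of 25 (adjusted p = 0.00255; adjusted p = 0.0527 with an estimated correlation), and the higher ones included TNFRSF10B (1.45), TNFRSF10A (1.04) and PMAIP1 (at least 1.77-fold). Genes of glucose and fatty acid use had 6 higher and 1 lower of 23 (adjusted p = 0.000598; adjusted p = 0.0512 with an estimated correlation). PDK4 (2.17), PFKFB3 (2.02) and PFKFB4 (1.39) were higher and TXNIP (-1.21) was lower. G2/M and mitosis genes, 34 in number, had none called and moved down (adjusted p = 0.0123; adjusted p = 0.284 with an estimated correlation). Interferon-stimulated genes moved down with HERC5 (1.43) the only member called (adjusted p = 0.0238; adjusted p = 0.498 with an estimated correlation). In the nuclear receptor list, which did not pass (adjusted p = 0.329), VDR rose by 2.51 and ESR1 fell by 1.39. Estrogen response genes split into 5 higher, such as CA12 (1.75) and GREB1 (at least 1.77-fold), and 5 lower, such as XBP1 (-1.47) (adjusted p = 0.713). The ERBB list had 3 higher and 3 lower of 15 (adjusted p = 0.329), with EGFR at 0.98, ERBB2 at -0.97 and GRB7 at -1.32. The Notch list also had 3 higher and 3 lower of 24 (adjusted p = 0.828), with HES2 at 1.54, HES1 at -1.37 and LFNG at -1.42. The Wnt list had 3 higher and 2 lower of 29 (adjusted p = 0.903), with LEF1 at 1.79 and RNF43 at least 1.53-fold lower.

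Further lists in WT cells did not pass the test. Heat shock and unfolded protein response genes had 2 higher and 3 lower of 19 (adjusted p = 0.982), including HSPA1A (-1.05) among the lower ones. MAPK feedback and immediate early genes had 1 higher, MYC (0.89), and 3 lower of 25 (adjusted p = 0.982). Published ligand-independent PR genes had 2 higher, PRLR and CDKN1A (0.90), and 3 lower of 21, including PLK2 (at least 1.88-fold), with an adjusted p of 0.0659. Cyclin-dependent kinase inhibitors had 1 higher, CDKN1A, and 1 lower of 7 (adjusted p = 0.386). The list of fatty acid and cholesterol synthesis had 1 higher, ELOVL5 (1.01), and 1 lower of 24 (adjusted p = 0.599). Basal and mesenchymal markers had 1 lower of 21, LAMB3 (-0.84), with an adjusted p of 0.757. Steroid receptor coregulators had 1 higher of 20 (adjusted p = 0.21). SUMO pathway genes, 13 in number (adjusted p = 0.903), and markers of leukocytes, endothelium and fibroblasts, 19 in number (adjusted p = 0.995), had no member called. Counts in these lists stayed the same when p-values were adjusted over the list alone, except in the comparison of R5020 effects between lines, where both counts are given.

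The effect of R5020 in KR cells shows what the SUMO-deficient receptor regulates. PHACTR3 again rose the most, by at least 25.7-fold (log2 difference 5.20 ± 0.115, adjusted p = 3.13e-33). ARMC12 rose 16-fold and ACOT6 by 3.65 ± 0.115. UTS2B, the precursor of a vasoactive peptide, rose at least 10.9-fold. PDK4, a kinase that shuts off pyruvate dehydrogenase, rose 11.9-fold (log2 difference 3.57 ± 0.115, adjusted p = 7.12e-27). The vehicle signal of PDK4 (6.06) lay close to the background limit, so the size of its rise is not well determined. FKBP5, an immunophilin that binds steroid receptor complexes, rose 10.3-fold (log2 difference 3.36 ± 0.124, adjusted p = 6.26e-25). TRAF5 rose at least 7.24-fold and ADGRA2 at least 6.51-fold, and KCNG1 (3.06) and FOXO4 (3.04) followed. CYP1A1 fell 7.98-fold (log2 difference -3.00 ± 0.114, adjusted p = 1.46e-24), and the chemokine gene CCL2 fell at least 4.41-fold. VAV3 (-2.33), SOX2 (-2.21), CYP1B1 (-2.20), EFNB2 (-2.03), BAMBI (-1.97), a decoy receptor of the TGF-beta family, TESK2 (-1.90), CCNO (-1.76) and P2RY6 (-1.71), a receptor for UDP, made up the other large falls. In all, 541 genes were higher and 276 lower with R5020. Other probes of PHACTR3, UTS2B, TRAF5, VAV3 and P2RY6 showed smaller differences, some of them close to 0.

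In KR cells 64 of the 109 published progestin-induced genes rose and none fell (adjusted p = 1.68e-83). The targets shared with glucocorticoids rose in 10 of 20 cases (adjusted p = 3.3e-22), with SGK1 at 2.81, CEBPD at 1.54 and ZBTB16 at least 4.70-fold higher. Luminal markers fell, with 9 of 21 lower and 1 higher (adjusted p = 3.71e-12), and ESR1 (-1.47), FOXA1 (-1.34), ELF3 (-1.30) and SPDEF (-1.26) were among the lower ones. Genes of glucose and fatty acid use moved up, with 8 of 23 higher (adjusted p = 5.13e-06), including PFKFB3 (1.59) and the glucose transporters SLC2A3 (at least 1.73-fold) and SLC2A1 (1.27); the median of this list was 0.00 and its mean 0.44. STAT and SOCS genes rose in 5 of 18 cases (adjusted p = 0.00118), among them STAT5A (2.23), SOCS2 (1.46) and PRLR (0.92). Anti-apoptotic genes had 2 higher of 14 (adjusted p = 0.000752), TNFAIP3 (at least 2.56-fold) and PIM2 (1.33). These 6 list calls held with an estimated correlation. G1/S genes had 3 higher of 36, led by CCND1 (1.53) (adjusted p = 0.000291; adjusted p = 0.126 with an estimated correlation). G2/M genes had none called and moved down (adjusted p = 0.00221; adjusted p = 0.2 with an estimated correlation). The ERBB list had 3 higher of 15 (adjusted p = 0.0897), among them HBEGF (1.96) and EGFR (1.03), and the Notch list had 6 higher and 4 lower of 24 (adjusted p = 0.703), with the ligands DLL1 (1.51) and JAG1 (at least 1.94-fold) higher and HEY2 (-1.19) lower.

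The responses of the lines were then set side by side. Of the genes higher with R5020, 358 were shared by WT and KR cells, against 17.8 expected for unrelated sets, and these were 54.2% of the WT genes and 66.2% of the KR genes. Of the genes lower, 194 were shared, against 5.51 expected. DIO2, PGR, PHLDA1 and RND3 were lower in WT and higher in KR cells, and CXCR4 and PLEKHF1 were higher in WT and lower in KR cells. The call of PHLDA1 in KR cells ended without KR R5020 replicate 1 (0.54). Across 20046 genes the effects in WT and KR cells correlated at 0.730 (Pearson) and 0.472 (Spearman), a comparison across genes and not replicates. Of the 1320 genes called in either line, 95.9% had the same sign in both. Among 558 genes called in both lines the median ratio of the KR to the WT effect was 0.868, and 371 of them (66.5%) had the larger effect in WT cells. Genes called in a single line seldom passed the test of the difference between lines. That test has less power, as simulated differences of 0.8 were recovered for 80% of genes in it and for 98% in the WT effect. Genes that did not pass may therefore still differ. Of 303 genes called higher in WT and not in KR cells, 40 (13.2%) passed it, and 287 had the same sign in KR cells. Of 183 genes called higher in KR and not in WT cells, 53 (29%) passed, and 164 had the same sign in WT cells. For genes called lower, 21 of 206 in WT cells alone (10.2%) and 15 of 82 in KR cells alone (18.3%) passed. At a log2 difference over 1, the shared genes numbered 139 higher and 52 lower.

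**Figure D1:**
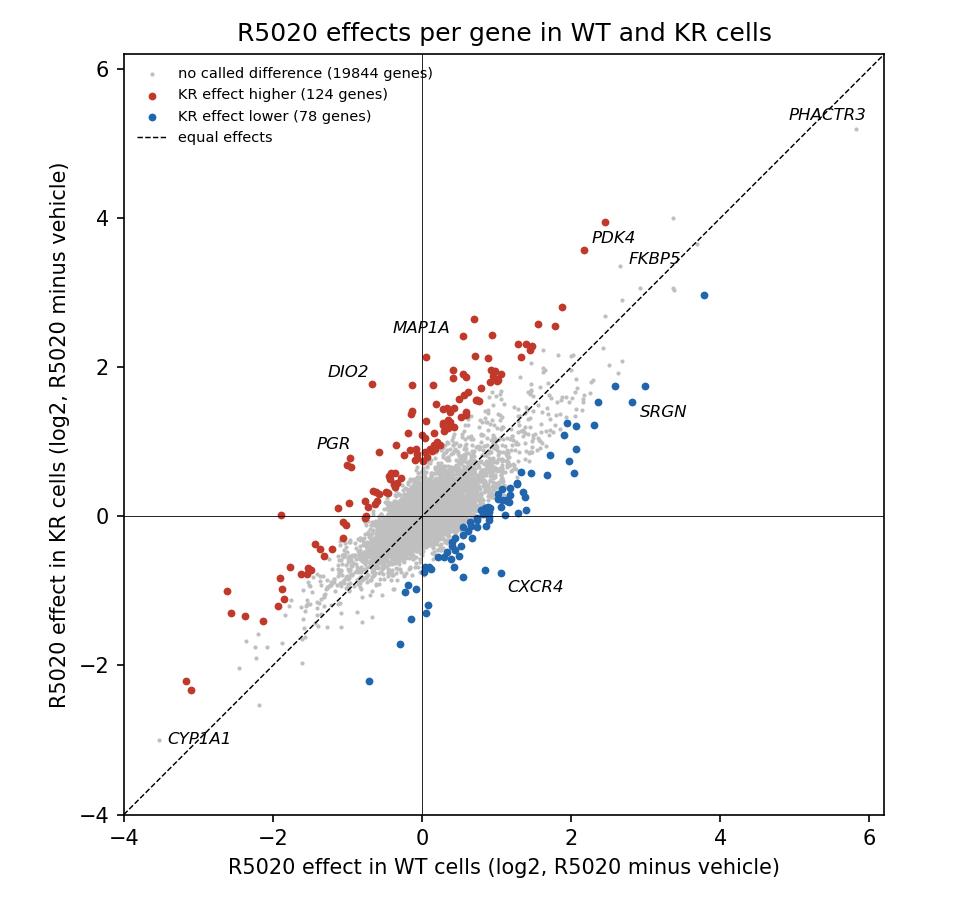
Effect of R5020 on each gene in WT cells (horizontal axis, log2 difference) and in KR cells (vertical axis, log2 difference), with the dashed line marking equal effects. Red points are the 124 genes with a higher effect in KR than in WT cells, blue points the 78 with a lower effect, and grey points the genes with no called difference.

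The test of the difference between the R5020 effects asks which genes respond differently to the SUMO-deficient receptor. DIO2, the deiodinase that activates thyroid hormone, fell by 0.67 in WT cells and rose by 1.77 in KR cells, a difference of 2.44 ± 0.162 (adjusted p = 4e-14). ARID5B fell by 1.90 in WT cells and stood at 0.02 in KR cells, a difference of 1.92 ± 0.172 (adjusted p = 2.51e-10). Higher effects in KR cells were also found for PGR (1.74 ± 0.157), PHLDA1 (1.69) and RND3 (1.62). TRIM51 (2.08), SPINK13 (1.95), a protease inhibitor, AFAP1L2 (1.90) and MAP1A (1.86), a microtubule-associated protein, passed the test too, but 2 or more of their 4 groups were not above background, so the sizes of these differences are not well determined. CYP1A2 passed as well (1.61), but it was not above background with R5020 in either line, so both falls are lower bounds and the difference follows the vehicle levels, which differed by -1.74 between KR and WT cells. CXCR4, the receptor of the chemokine CXCL12, rose by 1.06 in WT cells and fell by 0.76 in KR cells, a difference of -1.82 ± 0.167 (adjusted p = 4.4e-10). Lower effects in KR cells were found for PLEKHF1 (-1.57), CYP1B1 (-1.49), SEPTIN5 (-1.45), P2RY6 (-1.41), SPRED1 (-1.37), an inhibitor of Ras signalling, the lipase LIPG (-1.34), SRGN (-1.29) and HEY2 (-1.28), a Notch effector. PRDM1 (-1.32), which was above background only in WT cells with R5020, lost its call without WT R5020 replicate 1 (-0.30), without WT R5020 replicate 2 (-0.05) and after normexp background correction (-0.26). Other probes of DIO2, PHLDA1, CXCR4, SEPTIN5, P2RY6 and PRDM1 showed smaller differences, some close to 0 or of the other sign.

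In all, 124 genes had a higher and 78 a lower R5020 effect in KR than in WT cells. For 38 of these 202 genes at least 1 of the 4 groups was not above background. Of the 124 genes, 49 were higher with R5020 in KR cells and not called in WT cells, 27 were higher in both lines, 17 were lower in WT cells and not called in KR cells, and 15 were lower in both. Of the 78 genes, 38 were higher in WT cells and not called in KR cells, 12 were higher in both lines, and 13 were lower in KR cells and not called in WT cells. In 162 of the 202 genes (80.2%) KR and WT cells also differed in the same direction with R5020, and 18 (8.91%) differed in the opposite direction with vehicle. For 13 of these 18, such as CXCR4, CYP1A2, LIPG and SPRED1, no difference between lines was called with R5020. After normexp correction the counts were 31 higher and 11 lower, and with an intensity trend in addition they were 120 and 76. Centring the arrays on the housekeeping genes TBP, ACTB and GAPDH gave 112 higher and 44 lower, which raised the share of higher genes from 61.4% to 71.8%, and normexp gave a share of 73.8%. Both the higher and the lower count fell without WT vehicle replicate 2, without KR vehicle replicate 2 and without either KR R5020 replicate.

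Of the gene lists, the study's ligand-dependent signature of genes higher with KR than with WT receptor was measured for 130 of its genes. Its R5020 effect was higher in KR cells for 119 (91.5%), or 126 adjusted over the list alone, and lower for 0 (adjusted p = 1.53e-204). The study chose this list on these arrays, so the count is not independent evidence. Within single lines, 83 signature genes were higher and 15 lower in KR cells (adjusted p = 4.57e-73), and 31 were higher and 37 lower in WT cells (adjusted p = 0.569), with a median of 0.06 and a mean of -0.11. Luminal markers moved up in the difference, with 6 of 21 higher, or 7 adjusted over the list alone (adjusted p = 5.42e-08; adjusted p = 0.079 with an estimated correlation). They included ELF3 (1.26) and FOXA1 (1.04), which fell in both lines and fell less in KR cells. Published progestin-induced genes had 9 higher, such as MSX2 (1.51) and KIAA0513 (1.43), and 5 lower, or 14 and 9 adjusted over the list alone (adjusted p = 0.351). Targets shared with glucocorticoids had 4 higher and 2 lower, or 6 and 2 adjusted over the list alone (adjusted p = 0.287), among them DDIT4 (1.03). The metabolic gene PDK4 (1.40), the Notch ligand DLL1 (1.33) and SOCS2 (1.13) were members of lists that did not pass. The calls of ELF3 (1.37), FOXA1 (1.06), DDIT4 (1.03) and SOCS2 (1.26) ended after normexp correction, with these values. G1/S genes moved down with none called (adjusted p = 0.00186; adjusted p = 0.214 with an estimated correlation). Interferon-stimulated genes moved up with none called, or 2 higher adjusted over the list alone (adjusted p = 0.000923; adjusted p = 0.359 with an estimated correlation). Pro-apoptotic genes moved down with 1 lower, or 2 adjusted over the list alone (adjusted p = 0.0191; adjusted p = 0.152 with an estimated correlation). Adjustment over the list alone also changed the counts of lists that did not pass. Published ligand-independent PR genes and cyclin-dependent kinase inhibitors each had 1 higher in place of 0, and anti-apoptotic genes had 2 lower in place of 0. Notch genes had 3 higher and 2 lower in place of 2 and 1, STAT and SOCS genes 2 and 1 in place of 1 and 0, and estrogen response genes 2 and 1 in place of 2 and 0.

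The study's gene panel and the PR genes that earlier work named SUMO-sensitive (HBEGF, IRS1 and STC1) are described next. RGS2 (ILMN_2197365), a regulator of G protein signalling, had a WT effect of 0.42, or 1.34-fold, which was not called (adjusted p = 0.0108), and rose 3.62-fold in KR cells (adjusted p = 4.4e-17). Its difference of 1.44 was called (adjusted p = 7.12e-08). MSX2 (ILMN_1766951), a homeobox gene of mammary development, stood at -0.14 in WT cells (adjusted p = 0.575) and rose 2.58-fold in KR cells (adjusted p = 4.59e-13). MAP1A rose at least 3.58-fold in KR cells (adjusted p = 4.11e-21) and stood at 0.55 in WT cells (adjusted p = 0.000483), which was called without WT vehicle replicate 2 (0.67), without WT R5020 replicate 2 (0.66) and after normexp correction (0.85). PDK4 rose in both lines, by 2.17 in WT and 3.57 in KR cells. HBEGF, an EGF receptor ligand, had a WT effect of 0.42 (adjusted p = 0.0114) and rose 3.90-fold in KR cells, a difference of 1.55. The KR vehicle signals of PDK4 (6.06), RGS2 (6.11) and HBEGF (6.09) lay close to the background limit. So did their WT vehicle signals (6.16, 6.00 and 6.15), so the effects in both lines may be understated. After normexp correction the KR rises were 16.84-fold for PDK4, 4.746-fold for RGS2 and 5.165-fold for HBEGF. The WT values were then 5.95-fold, 1.506-fold and 1.474-fold. MAT2A rose by 1.29 in WT and 1.27 in KR cells, and ACOT6 by 3.69 and 3.65, with differences of -0.02 and -0.04 that were not called. The pro-apoptotic gene BCL2L11 rose by 0.96 in WT cells and stood at 0.44 in KR cells (adjusted p = 0.00524), and its difference of -0.52 was not called (adjusted p = 0.104). Other probes of BCL2L11 gave 0.68 and 0.33 in WT cells and 0.33 and 0.05 in KR cells.

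Among the other genes of both sets, P2RY6 fell by 1.71 in KR cells and stood at -0.30 in WT cells, while another probe of this gene gave -0.44 in WT and -0.28 in KR cells. SULF1, a heparan sulfatase, was at least 1.65-fold higher in WT than in PR-null vehicle cells and at least 2.36-fold higher in KR cells. Its WT R5020 effect of -0.62 lost the call without WT vehicle replicate 2 (-0.60) and without WT R5020 replicate 1 (-0.57). STC1 fell by 1.02 with R5020 in WT and by 0.82 in KR cells. STC1 was 1.05 lower in WT than in PR-null vehicle cells, and gained a call without KR vehicle replicate 1 against PR-null cells (-0.61) and without KR vehicle replicate 2 against WT cells (0.65), the latter also after normexp correction with an intensity trend (0.61). PARP4 was lower in KR than in WT cells with vehicle (-0.73) and with R5020 (-0.76). ABCA3 was higher in KR than in WT cells with vehicle (0.77; 0.81 and not called after normexp correction) and with R5020 (0.64). The R5020 value of ABCA3 lost the call without WT R5020 replicate 2 (0.58), without KR R5020 replicate 2 (0.51) and after normexp correction (0.68). IRS1, an insulin receptor substrate, had R5020 effects of 0.01 and -0.20, and was 0.77 higher in KR than in PR-null vehicle cells, a call lost without PR-null vehicle replicate 1 (0.57) and against the PR-null R5020 arrays (0.47). IRS1 in WT against PR-null cells was called only without PR-null vehicle replicate 2 (0.64).

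As a list of 14 genes, the panel had 4 higher and 1 lower R5020 effect in KR than in WT cells (adjusted p = 0.00963; adjusted p = 0.129 with an estimated correlation), with a median of -0.02 and a mean of 0.27. In single lines the panel had 4 higher and 1 lower in WT cells (adjusted p = 0.00166) and 6 higher and 1 lower in KR cells (adjusted p = 1.15e-06). The earlier SUMO-sensitive PR genes had 1 higher effect in KR cells (adjusted p = 0.00963, and 0.152 with an estimated correlation). In the comparison of KR with WT cells after R5020, 2 of these 3 genes were higher and none lower. In that comparison the panel had 7 higher and 3 lower. The panel was chosen by the study on these arrays, so these counts are not independent evidence. TBP, ACTB and GAPDH, the RT-qPCR reference genes, were not called in any comparison (adjusted p = 0.903 as a list in WT cells with R5020).

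**Figure D2:**
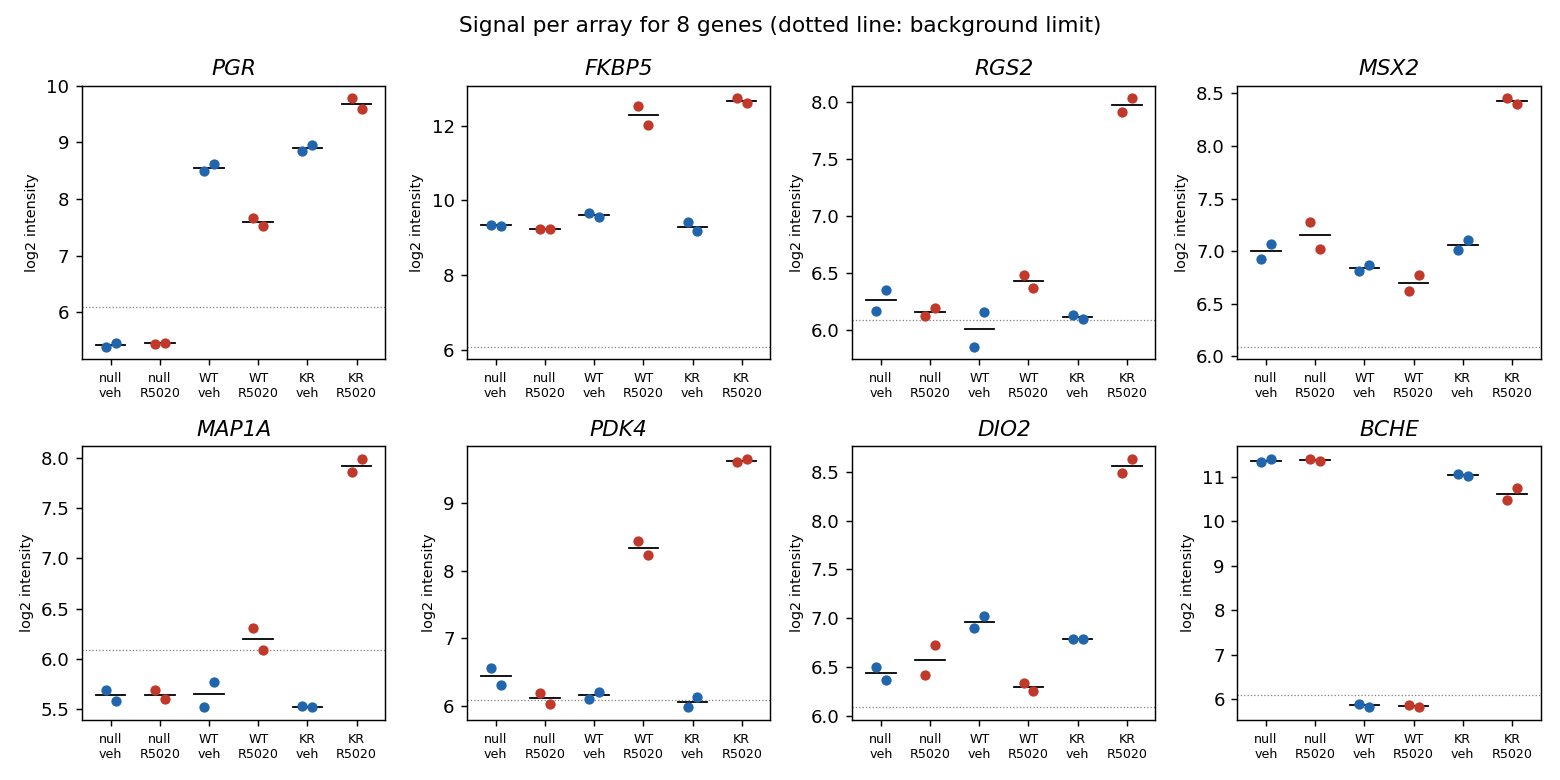
Log2 signal of PGR, FKBP5, RGS2, MSX2, MAP1A, PDK4, DIO2 and BCHE on each array, by line. Blue points are vehicle arrays, red points are R5020 arrays, black bars are means of 2 arrays, and the dotted line is the background limit of 6.09.

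Vehicle cells of the WT and PR-null lines were compared to find differences present without ligand. The cadherin gene CDH10 was at least 86.7-fold lower in WT cells (log2 difference -6.59 ± 0.119, adjusted p = 5.77e-37) and BCHE, the butyrylcholinesterase gene, at least 38.6-fold lower (log2 difference -5.49 ± 0.111, adjusted p = 2.89e-35). TRIP6 was at least 6.46-fold and CST6, a protease inhibitor, at least 6.01-fold lower, and NTN4 (-2.89), a netrin, and CLEC3A (-2.79) followed. PYCARD, an inflammasome adaptor, was at least 11.3-fold higher, the fatty acid receptor CD36 at least 9.14-fold, and RAC2 at least 4.47-fold. APOD, a lipid carrier, was 8.32-fold higher (log2 difference 3.06 ± 0.108, adjusted p = 1.53e-25) and TFF3, a trefoil peptide, 6.98-fold. MAPK feedback and immediate early genes were lower in 9 of 25 cases, including DUSP6 (-1.62), ETV5 (-1.49), PHLDA1 (-1.25) and DUSP5 (-1.24) (adjusted p = 1e-11), and this call held with an estimated correlation. Interferon-stimulated genes were lower in 11 of 31 cases, including MX1 (-1.13), ISG15 (-1.09) and IFIT2 (-1.07) (adjusted p = 1e-11; adjusted p = 0.112 with an estimated correlation). Notch genes were higher in 4 of 24 cases, among them LFNG (1.37), HEY2 (1.36) and DTX2 (1.06) (adjusted p = 0.00771; adjusted p = 0.112 with an estimated correlation). Estrogen response genes were higher in 4 of 26 cases, among them TFF3 and XBP1 (0.71) (adjusted p = 0.022; adjusted p = 0.112 with an estimated correlation). Other probes of PYCARD, CD36 and NTN4 showed smaller differences of the same sign, that of PYCARD 0.98 and that of NTN4 -1.10. In all, 295 genes were higher and 338 lower in WT than in PR-null cells. Centring on the housekeeping genes gave 428 and 265, a share of higher genes of 61.8% in place of 46.6%.

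KR vehicle cells were compared with PR-null vehicle cells in the same way. PYCARD was at least 11.7-fold higher, APOD 14.1-fold, CD36 at least 6.19-fold, RAC2 at least 5-fold and SLC1A6, a glutamate transporter, at least 4.01-fold. NTN4 was lower by 3.57 ± 0.115 (adjusted p = 4.82e-27), the smooth muscle actin gene ACTA2 by 2.84, TRIP6 by 2.66, and MGP, an inhibitor of calcification, by 2.65, and CLEC3A (-2.55) and CDH10 (-2.46) were lower as well. Interferon-stimulated genes were lower in 14 of 31 cases, including MX1 (-1.90), UBE2L6 (-1.47), IFIT1 (-1.43) and IFIT2 (at least 2.32-fold) (adjusted p = 6.93e-18; adjusted p = 0.0522 with an estimated correlation). MAPK feedback genes had 5 lower, including ETV5 (-1.56), PHLDA1 (-1.35) and DUSP5 (-1.15), and 1 higher, SPRED1 (0.75) (adjusted p = 0.000134; adjusted p = 0.0522 with an estimated correlation). Notch genes were higher in 4 of 24 cases, among them HEY2 (1.65), LFNG (1.38) and HEY1 (1.16) (adjusted p = 0.000677; adjusted p = 0.0522 with an estimated correlation). Luminal markers had 3 higher and 1 lower of 21 (adjusted p = 0.0017; adjusted p = 0.198 with an estimated correlation). Other probes of PYCARD (0.81), NTN4 (-1.37) and CD36 again showed smaller differences of the same sign. In all, 203 genes were higher and 319 lower, and centring on the housekeeping genes gave 266 and 275, a share of higher genes of 49.2% in place of 38.9%. WT and KR cells shared 129 of the higher genes, against 2.99 expected, and 206 of the lower genes, against 5.38 expected. Both comparisons use the same PR-null arrays, which alone gives simulated unchanged groups a correlation of 0.50 with 0 genes shared in 100 simulations. The correlation was 0.751, and it was 0.655 with 205 genes shared lower and somewhat fewer shared higher when KR cells were set against the PR-null R5020 arrays.

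KR and WT vehicle cells were compared to find ligand-independent differences between the receptors. BCHE was at least 30.9-fold higher in KR cells (log2 difference 5.17 ± 0.111, adjusted p = 7.56e-34) and CDH10 at least 15.8-fold (log2 difference 4.13 ± 0.119, adjusted p = 6.8e-29). Both were lower in WT than in PR-null cells. CXCR4 (1.80 ± 0.118), LIPG (1.74), FLRT3 (1.70) and DNASE1L1 (1.42) were also higher in KR cells. CYP1A2 was lower in KR cells by 1.74 ± 0.113 (adjusted p = 3.22e-15), followed by KBTBD11 (-1.35), the pore-forming protein gene GSDMD (-1.30), DNALI1 (-1.22), PADI3 (-1.21) and ALDH1A3 (-1.20), a retinoic acid synthase. MAPK feedback genes had 3 higher of 25, including SPRED1 (1.28) and DUSP6 (0.93) (adjusted p = 0.000208; adjusted p = 0.0861 with an estimated correlation). The study's ligand-independent signature was measured for 75 of its 92 genes, and 67 of them (89.3%) were higher in KR cells (adjusted p = 3.77e-147). This list too was chosen on these arrays, so the count is not independent evidence. Of its 75 genes, 32 were lower and 3 higher in WT than in PR-null cells (adjusted p = 5.27e-36), whereas 18 were higher and 11 lower in KR than in PR-null cells (adjusted p = 0.000134; adjusted p = 0.0522 with an estimated correlation). Its R5020 effect was lower in KR than in WT cells for 8 genes and higher for 1 (adjusted p = 2.94e-06), a direction that the choice of the list on the same vehicle arrays favours. In all, 75 genes were higher and 96 lower in KR than in WT vehicle cells, or 35 and 46 after normexp correction. Other probes of CXCR4, FLRT3 and DNASE1L1 showed smaller differences, some close to 0.

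The same lines were compared after R5020. BCHE (at least 23.0-fold, adjusted p = 2.16e-32) and CDH10 (at least 6.07-fold) remained higher in KR cells. DIO2 was higher by 2.27 ± 0.114 (adjusted p = 2.74e-19), PGR by 2.10 ± 0.111 (adjusted p = 1.42e-18), TRIM51 by 2.22 and SPINK13 by 2.04. SEPTIN5 was lower in KR cells by 1.92 ± 0.113 (adjusted p = 4.56e-17), followed by RBPMS2 (-1.79), PLEKHF1 (-1.74), KBTBD11 (-1.60), SRGN (-1.43) and DNALI1, which was at least 2.43-fold lower. Luminal markers were higher in 7 of 21 cases, including TFAP2B (1.13), ELF3 (1.12), FOXA1 (1.09) and ELF5 (0.99) (adjusted p = 3.97e-11), and this call held with an estimated correlation. MAPK feedback genes were higher in 4 of 25 cases, including PHLDA1 (1.59), DUSP6 (0.92) and SPRY1 (0.89) (adjusted p = 0.00144; adjusted p = 0.0676 with an estimated correlation). G1/S genes moved down with none called (adjusted p = 0.00101; adjusted p = 0.221 with an estimated correlation). The ligand-dependent signature had 106 of 130 genes higher (adjusted p = 1.93e-158) and the ligand-independent signature 35 of 75 (adjusted p = 1.14e-60). In all, 241 genes were higher and 272 lower in KR than in WT cells with R5020, and 37 of the higher and 51 of the lower genes were shared with the vehicle comparison. Other probes of DIO2 and SEPTIN5 showed smaller differences. Across all comparisons 62 list calls were made, of which 26 held with an estimated correlation.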

Values the study reported

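The study lists 151 ligand-dependent and 92 ligand-independent genes upregulated more by the KR receptor than by the WT receptor, at more than 1.5-fold with a BH adjusted P below 0.01. The study states that it found 70% of the previously known PR target genes, with calls from its Illumina and Affymetrix arrays combined. By RT-qPCR, the study gives RGS2 upregulation with R5020 as approximately 2-fold in WT cells and approximately 20-fold in KR cells.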

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

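The tests of background compression by calls kept, of unliganded activity and of PGR scaling were written down beforehand, unliganded activity after list counts had been looked at, and the other tests of this part, with the size of differences and the counts by direction, were chosen only after the result was seen.

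The results here were marked because a test found R5020 effects that differ between cell lines. Against PR-null cells, 619 genes had a higher and 426 a lower R5020 effect in WT cells, and 496 a higher and 255 a lower effect in KR cells. Between KR and WT cells, 124 genes had a higher and 78 a lower effect in KR cells. The higher effects in KR cells (log2 difference) were those of DIO2 (2.44), TRIM51 (2.08), SPINK13 (1.95), ARID5B (1.92), AFAP1L2 (1.90), MAP1A (1.86), PGR (1.745), PHLDA1 (1.69), RND3 (1.62), CYP1A2 (1.61), THY1 (1.61), HBEGF (1.55), MSX2 (1.51), RGS2 (1.44), KIAA0513 (1.43), PDK4 (1.40), DLL1 (1.33) and SLC2A3 (1.21). Of these, TRIM51, SPINK13, AFAP1L2, MAP1A, CYP1A2, THY1 and SLC2A3 had 2 or more of 4 groups not above background, so their sizes are not well determined, as for PRDM1, ZBTB16 and ESRRG below. The lower effects were those of CXCR4 (-1.82), PLEKHF1 (-1.57), CYP1B1 (-1.49), SEPTIN5 (-1.45), P2RY6 (-1.41), SPRED1 (-1.37), LIPG (-1.34), PRDM1 (-1.32), SRGN (-1.29) and HEY2 (-1.275). Other genes with a called difference lost the call after normexp correction, all with the same sign, namely ELF3 (1.26), SOCS2 (1.13), PNMT (1.075), FOXA1 (1.04), DDIT4 (1.025), ZBTB16 (1.02), APCDD1 (1.005), ESRRG (0.97), DTX2 (0.96), SGK1 (0.94), CXCL12 (0.94), ELF5 (0.90), TRIM24 (0.89), PIAS1 (0.86), TFAP2B (0.85), GRB7 (0.79), SPRY1 (0.79), TXNIP (0.77), KLF4 (-1.24), ATF3 (-0.85), CEBPD (-0.82) and BIK (-0.81). Their values after normexp were 1.37 for ELF3, 1.26 for SOCS2, 1.28 for PNMT, 1.06 for FOXA1, 1.03 for DDIT4, 1.16 for ZBTB16, 1.10 for APCDD1 and CXCL12, 1.24 for ESRRG, 0.98 for DTX2 and SGK1, 0.91 for ELF5, 0.93 for TRIM24 and GRB7, 0.90 for PIAS1, 0.94 for TFAP2B, 0.84 for SPRY1, 0.78 for TXNIP, -1.39 for KLF4, -0.91 for ATF3, -0.83 for CEBPD and -0.94 for BIK. PRDM1 lost its call as well (-0.26). With an intensity trend added to normexp, only PRDM1 lost its call and the other genes named here kept theirs. Centring on TBP, ACTB and GAPDH ended the calls of BIK (-0.78), CEBPD (-0.79) and TXNIP (0.80).

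Some of these calls also ended when 1 array was left out. Without WT vehicle replicate 1 these were ATF3 (-0.76), CEBPD (-0.80), TFAP2B (0.80) and TXNIP (0.76). Without WT vehicle replicate 2 they were BIK (-0.70), GRB7 (0.61), PIAS1 (0.82), SPRY1 (0.77), TRIM24 (0.78) and TXNIP (0.77). WT R5020 replicate 1 carried those of BIK (-0.80), CEBPD (-0.72), GRB7 (0.73) and PRDM1 (-0.30). WT R5020 replicate 2 carried those of BIK (-0.82), DTX2 (0.77), ELF5 (0.80), GRB7 (0.86), PRDM1 (-0.05), SGK1 (0.75), SPRY1 (0.78), TFAP2B (0.77), TRIM24 (0.79), TXNIP (0.58) and ZBTB16 (0.75). Leaving out KR vehicle replicate 1 ended ATF3 (-0.81), BIK (-0.68) and TXNIP (0.75), and leaving out KR vehicle replicate 2 ended CEBPD (-0.72), ELF5 (0.80), GRB7 (0.64), PIAS1 (0.75), SPRY1 (0.68), TRIM24 (0.80) and TXNIP (0.78). Leaving out KR R5020 replicate 1 ended CEBPD (-0.74), GRB7 (0.79), SPRY1 (0.77), TXNIP (0.79) and ZBTB16 (0.93), and leaving out KR R5020 replicate 2 ended ATF3 (-0.80), BIK (-0.70), GRB7 (0.80) and TXNIP (0.74). The lone array left in a group is assumed to vary as the other groups do. Both the higher and the lower count of called differences fell without WT vehicle replicate 2, without KR vehicle replicate 2 and without either KR R5020 replicate.

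Gene lists marked by the same difference were the study's ligand-dependent signature (up, adjusted p = 1.53e-204) and ligand-independent signature (down, adjusted p = 2.94e-06), both held with an estimated correlation. Both lists were chosen on these arrays, and a choice for higher KR vehicle values favours a lower R5020 effect of the ligand-independent signature, because the effect subtracts the same vehicle values. The calls of the following lists were lost with an estimated correlation, where their adjusted p-values are the second ones given. The study's gene panel moved up (adjusted p = 0.00963 and 0.129), as did the earlier SUMO-sensitive PR genes (adjusted p = 0.00963 and 0.152), luminal markers (adjusted p = 5.42e-08 and 0.079) and interferon-stimulated genes (adjusted p = 0.000923 and 0.359). G1/S genes (adjusted p = 0.00186 and 0.214) and pro-apoptotic genes (adjusted p = 0.0191 and 0.152) moved down.

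The first pattern weighed is the difference between the R5020 effects of KR and WT cells. A higher receptor level in KR cells might enlarge every response, but the median ratio of KR to WT effects was 0.868 (0.868 to 0.891 with any array left out), which excludes a uniform enlargement. An effect of receptor level on some genes only was not tested. The arrays do not measure PR protein, and by western blot the study reports slightly faster loss of KR than of WT receptor with R5020. Different vehicle levels are excluded as the whole cause, since 18 of 202 genes were opposed in vehicle, but they could account for 13 of those 18. Compression of dim signals by background met the criterion written beforehand, since only 42 of 202 calls were kept after normexp, but this decides nothing, because in 64 genes with all groups over 2 log2 units above background normexp moved no difference by more than 0.0616 and still ended 58 calls, as the median standard error rose from 0.160 to 0.20 (with an intensity trend 178 calls were kept). Those 64 genes exclude compression as the cause of every difference. For dimmer genes it stays open. After normexp all 202 differences kept their sign and 198 grew, the median from 0.899 to 0.983. Because subtracting background enlarges differences of dim signals partly by construction, this growth does not decide. With 1 line per receptor, these arrays cannot tell an effect of the receptor from a property of the clone. For MSX2, RGS2, MAP1A and PDK4, the study reports similar RT-qPCR responses to R5020 in lines made from another breast cancer cell line. It also reports MSX2 and MAP1A responses in T47D cells with inducible receptors. On another array platform, the study reports R5020 profiles of inducible WT and KR cells that were significantly similar to these. That gene set comparison was made within each receptor and not for the difference between them. In further T47D lines, the study reports that the S294A receptor did not induce MSX2, RGS2, MAP1A and PDK4 as KR did. Adding K388R to S294A restored the response.

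The second pattern is the set of vehicle differences from PR-null cells. Receptor activity without ligand, in the direction of the ligand response, would give a positive correlation of the WT vehicle differences with the KR R5020 effect, and the value was -0.0576 (-0.0652 to -0.0486 with any array left out). A negative correlation was the criterion written beforehand against this explanation, and it was met. The explanation is still left open, by a condition added after the result was seen, because genes went both ways. Of genes higher in WT vehicle cells, 19 were higher with R5020 in KR cells against 7.96 expected and 36 lower against 4.06. Of genes lower, 28 were lower against 4.65 expected and 29 higher against 9.12. The expected counts include genes at background, which can seldom be called, so part of the excess in both directions is built in. With genes going both ways, a correlation near 0 does not decide. Chance values of the shared PR-null arrays are excluded for most genes, since 305 of 335 shared calls were kept against the PR-null R5020 arrays. Clonal differences that do not depend on the receptor may account for part of them. In 8 genes (BCHE, CD36, CDH10, CST6, PYCARD, RAC2, SLC1A6 and TRIP6) the signal went from not above background in a line to over 2 log2 units above it in another. Of these, CD36, PYCARD, RAC2 and SLC1A6 were higher and TRIP6 lower in both receptor lines, which an effect shared by the receptors would also give. BCHE, CDH10 and CST6 were not above background in WT cells only. Single clones cannot tell such differences apart from an effect of the receptor.

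The last pattern is the PGR signal, which fell with R5020 in WT cells and rose in KR cells. Scaling of the arrays is excluded, since centring on TBP, ACTB and GAPDH left a difference of 1.78. Exchange of the whole WT and KR R5020 groups is excluded by BCHE, which was not above background on the WT R5020 arrays (5.86 and 5.82) and gave 10.5 and 10.7 on the KR R5020 arrays. Exchange of vehicle and R5020 arrays within a line is excluded by FKBP5, which rose by at least 2.66 in both lines. A biological difference between the receptors, such as a different turnover of their mRNA, could also produce this value of 1.78, and it was not tested.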

How the results depend on the processing

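The tests with 5 added alternatives were chosen only after the result was seen: the background filter, normexp, normexp with an intensity trend, housekeeping centring and the PR-null R5020 arrays as control. Of 529 named gene values 437 were called; 271 calls held in every setting, 166 were lost in at least 1 and 0 changed sign. Of the called gene values, 155 were lost at a log2 difference over 1, 60 with normexp, 12 with housekeeping centring, 9 with the PR-null effect subtracted, 0 with the background filter, and 3 or fewer in other settings except arrays left out. Of the list calls, 12 were lost with the background filter, 11 with normexp and 2 with housekeeping centring. A log2 difference over 1 is stricter by construction and gave 248 higher and 128 lower genes for R5020 in WT, 228 and 64 in KR, and 49 and 22 for KR minus WT effects. For vehicle it gave 75 and 119 in WT against PR-null, 60 and 100 in KR against PR-null, and 11 and 12 in KR against WT, and for KR against WT with R5020 it gave 66 and 39. Overlaps were then 139 and 52 for R5020 and 35 and 75 for vehicle, and the median KR to WT ratio over genes called in either line went from 0.757 to 0.797. An adjusted p under 0.05, a looser threshold by construction, gave 161 lower KR minus WT effects. Normexp gave 31 higher and 11 lower KR minus WT effects and 35 and 46 genes for KR against WT vehicle; with a trend these were 120, 76, 93 and 136. The prior standard deviation rose from 0.115 to 0.154 with normexp. Housekeeping centring gave 44 lower KR minus WT effects, and all scalings shifted medians by at most 0.0788; the cause was not tested. The correlation of WT and KR effects (Pearson 0.730, Spearman 0.472) was 0.762 and 0.636 with the PR-null effect subtracted, which adds a shared term that can raise it by construction. It was 0.769 and 0.606 with the background filter, and 0.684 and 0.438 with normexp, with or without a trend; the cause of these changes was not tested. List calls were 62, of which 26 held with an estimated correlation, and fry made 102; the cause was not tested. With 1 array left out, PR-null calls ranged from 0 to 1 in each direction, lower KR minus WT effects from 39 to 79, the correlations from 0.701 to 0.731 and from 0.434 to 0.472, and the median ratio from 0.731 to 0.781. Replicate number as a block gave 944 genes under an unadjusted p of 0.05 in PR-null cells and changed no named call. Signals at background hide falls below the limit of 6.09 and leave rises from it as lower bounds. A filter on detection p-values, normexp from them, the non-normalized signals as source and a slide block were not run.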

Other observations

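The tests of vehicle differences against R5020 effects in this part were chosen only after the result was seen.

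Some genes differed from PR-null cells with vehicle in both receptor lines and were also moved by R5020 in both. Those higher with vehicle moved in the opposite direction with R5020 more often than in the same direction (16 against 4). For those lower with vehicle the counts were 15 and 11. R5020 raised more genes than it lowered in both lines (358 and 194), so the latter counts show no excess of opposite moves. Higher with vehicle and lower with R5020 in both lines were 16 genes. SOX2 was 1.95 and 1.93 higher in WT and KR vehicle cells and fell by 3.16 and 2.21 with R5020. The estrogen receptor gene ESR1 was 1.62 and 1.47 higher and fell by 1.39 and 1.47, and LFNG, XBP1 and CYP1A1 behaved alike. Lower with vehicle and higher with R5020 were 15 genes, among them the vitamin D receptor gene VDR (-0.86 and -0.70, then 2.51 and 2.03), TIPARP (-0.82 and -0.74, then 2.02 and 2.16) and TNFRSF10B (-0.67 and -0.73, then 1.45 and 1.19). The calls of VDR and TIPARP against PR-null cells in KR cells ended after normexp (-0.77 and -0.76) and without PR-null vehicle replicate 2 (-0.46 and -0.59), and that of VDR without KR vehicle replicate 1 (-0.60). TNFRSF10B in WT against PR-null cells lost its call with arrays centred on the housekeeping genes (-0.59). Higher both times were 4 genes, GRB10, LEF1, SGK1 and ZBTB7C, and the call of LEF1 against PR-null cells in WT cells ended without WT vehicle replicate 1 (0.46). Lower both times were 11 genes, among them CCL2 (-2.19 and -1.61, then -2.19 and -2.53), the tight junction gene CLDN1, CX3CR1, ID3 and TGFB3. Within a line both differences use the same vehicle arrays, which favours opposite signs.

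The same question was asked across lines, where no array is shared. Of the 295 genes higher in WT than in PR-null vehicle cells, 36 were lower with R5020 in KR cells, against 4.06 expected, and 19 were higher, against 7.96 expected. Of the 203 genes higher in KR vehicle cells, 43 were lower with R5020 in WT cells, against 4.05 expected, and 9 were higher, against 6.69 expected. Of the 338 genes lower in WT vehicle cells, 29 were higher with R5020 in KR cells, against 9.12 expected, and 28 lower, against 4.65 expected. Of the 319 genes lower in KR vehicle cells, 36 were higher with R5020 in WT cells, against 10.5 expected, and 25 lower, against 6.37 expected. Genes lower with vehicle thus exceeded the expected counts in both directions, without a lean to the opposite one. Because the expected counts include genes at background, they are likely too low, and small excesses decide nothing. The correlation of the KR vehicle differences with the WT R5020 effect was -0.128.

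Of 109 published progestin-induced genes, 75 (68.8%) were higher with R5020 in WT or KR cells on these arrays alone. The share that the study gives combined both of its array platforms, so the shares rest on unlike data. Counts by line follow for the 75 genes. Of these, 57 were higher in both lines, 11 in WT and not called in KR cells, and 7 in KR and not called in WT cells.

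RGS2 rose 3.62-fold in KR cells by array, and 4.75-fold after normexp correction. Both are far below the RT-qPCR value for KR cells quoted from the study. The KR vehicle signal of RGS2 (6.11) lay close to the background limit of 6.09, so the array rise may be understated. The cause of the gap was not tested.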
